A study of Mus musculus with 6 samples. Its data were reported in "Deletion of Mediator 1 suppresses TGFβ signaling leading to changes in epidermal lineages and regeneration" (2020).

How the data were processed

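Gene expression was measured in epidermal keratinocytes, the main cell type of the outer skin layer, from mice at 10 wk of age. In KO mice the Mediator subunit gene Med1 was excised by Cre recombinase under the keratin 14 promoter, and floxed mice without Cre served as controls (CON). The labels give 3 CON and 3 KO samples and state that each group held keratinocytes from the skins of 2 mice. They do not say which arrays share a mouse, so the 3 arrays of a group may be partly technical replicates, and every p-value here measures only the spread between these arrays. Per the labels and the study's methods, skin was digested with trypsin, epidermis was lifted from dermis, keratinocytes were released from it, and total RNA was labelled with biotin and hybridized to a 1-colour Illumina MouseRef-8 v2.0 beadchip. Per the study, CON skin was in telogen (the resting phase of the hair cycle) at this age while KO skin had shifted towards anagen (the growth phase), so hair cycle phase goes with genotype in these samples.

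The authors deposited a probe intensity for each of 25697 probes on each array, on a linear scale, summarised in GenomeStudio (version 2011.1 in the submitters' processing notes), neither background-subtracted nor normalized between arrays. Beside each intensity the authors deposited a detection p-value, which sets the probe against the negative control beads of its array. A second deposited table holds the authors' intensity values after normalization in GenomeStudio. Its 6 columns have the same median (110.9), 75th percentile (207.1), minimum and maximum, as quantile normalization gives, and its values are linear and not background-subtracted. The name of the normalization method is not given in the sources used here. Each of the 6 columns correlated best with its own array of the first table (r at least 0.999 across probes). The first table was used for all main results and the second for an alternative.

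The median intensity before normalization lay between 105.7 and 117.3 per array, and between 9866 and 10636 probes per array (38.4% to 41.4%) had a detection p below 0.01. The number of arrays limits the precision. Background was corrected and arrays were normalized with the neqc function of limma (version 3.58.1, R 4.3.3), which infers the background from the detection p-values, adds an offset of 16, quantile normalizes and takes log2. The offset and the background both pull changes of dim probes towards 0, so changes of dim genes are understated. Probes with a detection p below 0.01 in at least 3 of the 6 arrays, whatever their group, were tested. This left 10386 probes, of which 588 had no gene name here, and 7461 genes. KO was compared with CON by limma's lmFit and eBayes with no covariate, two-sided, with Benjamini-Hochberg adjustment over the tested probes and a threshold of 0.05. Errors of changes are the moderated standard errors (SE) of that fit, errors of levels are SDs over 3 arrays, and intervals are at 95%.

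Probes were named from the platform annotation, in which 23978 probes had 1 gene symbol, 0 had several and 1719 were unnamed here. By Entrez ID, 23962 probes matched the RefSeq gene table of assembly GRCm38.p6, which changed 0 symbols. That table was used for names alone, since no build is given for the array, and no coordinates are printed. In the counts over all genes, a gene counted as higher or lower if at least 1 of its probes passed the threshold. A gene's printed value is that of its tested probe with the highest mean over all arrays. In the counts of gene lists and gene families, that probe alone decided whether a gene rose or fell. Of 1780 genes with several tested probes, 425 had probes that differed in call. Where no array of a group detected a probe, the change is given as a bound ("at least"). The bound sets the brighter group's mean against the mean, over the dimmer group's arrays, of the lowest signal among detected probes of each array or the probe's own signal where that was higher. Probes of close gene families (the stefin A, Sprr, Lce, Ces1, Akr1c, Oas, Ifi27 and Ifitm genes, among others) may bind transcripts of several members, so these genes are named with that uncertainty.

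Gene lists for pathways, epidermal compartments and other cell types, the rule for naming genes and the alternatives were fixed before the data were examined. The rule named Med1, each TGFβ gene that the study's text names for these cells, the 12 largest rises and the 12 largest falls among genes past the threshold whose CON and KO arrays did not overlap (predicted loci left out), and up to 4 members per list with the smallest adjusted p. Genes outside this rule are marked as chosen after their values were seen. Lists with at least 3 tested members (31 of 37) were tested with limma's camera, a test of a list against all other genes, with a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over the lists. The test was repeated with a correlation estimated from the data, and with fry, which tests whether a list's genes move on balance one way without comparing them with other genes.

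The steps were tested on simulated arrays with the means and spreads of these probes. Of 12132 detected probes, 200 were changed, and a further list of 20 genes was raised by 0.5 (log2). The test recovered 11.3% of changes of 0.5 on the log2 scale, 75% of changes of 1 and 97.1% of changes of 2, and 5.15% of its calls fell on unchanged probes. In the real comparison 27.4% of tested probes were called, a far larger share than was changed in the simulation. The Benjamini-Hochberg cutoff depends on that share, so these rates need not hold for the real comparison. In the simulation 1% of 200 unchanged lists of 20 genes had an unadjusted camera p below 0.05, and 0% with an estimated correlation. The raised list had a camera p of 3.1e-20 with the preset correlation and 0.00055 with an estimated one. The simulated genes varied independently, so this does not test the preset correlation.

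The alternatives were the authors' normalized values, no background correction, a larger offset, median scaling or cyclic loess in place of quantile normalization, other filters on dim probes, intensity trend and robust moderation, array weights, the replicate number as a block, each array left out, other thresholds and Student's test (called the methods' t-test, since the study's methods name it among their statistics without saying whether it gave the array p-values). A block for the slide was not run, since the files do not name slides. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.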

Results

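Expression was profiled in keratinocytes of 10-wk-old mice on 6 bead arrays, 3 for Med1 KO and 3 for CON. Between 9866 and 10636 probes were detected per array. Across the 10386 tested probes, arrays of the same group correlated at 0.989 to 0.993 and arrays of different groups at 0.965 to 0.968. The first principal component held 69.6% of the variance and separated CON from KO.

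Med1 itself was measured first. Its 1 tested probe had a level of 6.86 ± 0.21 in CON and 5.90 ± 0.21 in KO (log2, SD, n = 3 each), a 1.95-fold lower level in KO (change -0.96 ± 0.15, adjusted p = 0.0018). Changes are KO minus CON on the log2 scale with their SE, and adjusted p-values are limma's. All 3 KO arrays lay below all 3 CON arrays. The position of the probe against the excised exons is not known here, so this value does not by itself check the deletion. The other 3 Med1 probes were not above background on any array. Of the 26 tested genes of the Mediator complex, the large coactivator assembly that Med1 belongs to, 0 rose and 2 fell, namely Med1 and Med23 (change -0.37 ± 0.12, adjusted p = 0.045). Adjusted over the list alone, 1 fell, Med1. The list as a whole did not stand apart from other genes (median change 0.04, adjusted p = 0.86). The call of Med23 ended when any 1 of 5 arrays was left out (CON replicate 1 or 2, or any KO array), with adjusted p from 0.067 to 0.14. It also ended with the replicate block (adjusted p = 0.073), array weights (0.063), no filter (0.078) and a looser filter on dim probes (0.074).

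The comparison asked how loss of Med1 changed gene expression in epidermal keratinocytes. Genes that fell in KO included 8 of 11 tested collagens, 17 of 29 genes of Wnt signaling, 11 of 22 of the hair follicle bulge and 6 of 14 TGFβ ligands, receptors and SMADs, while textbook TGFβ targets moved both ways (6 rose and 5 fell of 19). Genes that rose included 11 of 16 of sebaceous glands, led by Pparg (change 2.42 ± 0.16, n = 3 each), and 10 of 15 of cholesterol synthesis. Also higher were 10 of 17 of barrier lipid synthesis and related barrier functions. For the cell cycle 16 of 29 rose, and for interferon responses 10 of 18. Apart from the textbook targets these lists passed the list test with the preset correlation, and 0 lists passed camera with an estimated correlation (12 at an unadjusted p below 0.05). The gene with the largest fall was Adh7, at least 32.1-fold lower, and the largest rise was that of Stfa1, 13.5-fold. In KO, 1148 genes were higher and 1174 lower than in CON, from 1397 and 1452 probes, which together made up 27.4% of the tested probes. Of these genes, 554 rose and 565 fell by at least 1.5-fold, and 192 rose and 164 fell by at least 2-fold. With median scaling in place of quantile normalization 659 genes were higher and 740 lower. CON and KO arrays did not overlap for 45.2% of genes, where chance gives 10%. Trmo, Egfr and Tfap2a, chosen after their values were seen, had probes called in both directions and count on both sides.

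Adh7, an alcohol dehydrogenase that also oxidizes retinol, had a level of 10.26 ± 0.07 in CON and was not detected on any KO array, at least 32.1-fold lower (adjusted p = 2.28e-08). Krt24 (at least 9.84-fold), a type I keratin, Cyp2g1 (at least 7.40-fold), a cytochrome P450, Ifitm6 (at least 5.04-fold) and Chat (at least 4.60-fold), which makes acetylcholine, were likewise detected on all CON arrays and on no KO array. Il31ra, a receptor subunit for the itch cytokine interleukin 31, fell by 3.37 ± 0.25 on the log2 scale. Gpha2, a glycoprotein hormone subunit gene, Ccn2 and Wfdc3, which encodes a protein with a protease inhibitor domain, were 10.2-fold, 9.23-fold and 8.21-fold lower. Lama1, a laminin chain, was 5.64-fold lower and Rasgrf1, a Ras exchange factor, 5.59-fold lower. Sncg was 5.29-fold lower. Lama1 was detected on 2 of the 3 KO arrays and Sncg on 1 of 3, so their changes may be understated.

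Stfa1, a cysteine protease inhibitor, rose 13.5-fold (change 3.75 ± 0.12, adjusted p = 1.4e-06), and Sprr1b, a precursor of the cornified envelope, rose 7.96-fold. Otud7a, a deubiquitinase, rose by 2.97 ± 0.12 on the log2 scale. The chemokine gene Cxcl9 rose by 2.81 ± 0.10, Chil1, a chitinase-like protein gene, by 2.74 ± 0.09, and the interferon-induced genes Ifi27l2a and Isg15 by 2.67 ± 0.14 and 2.41 ± 0.12. Ces1d, a carboxylesterase, rose 6.15-fold, and Akr1c18, a hydroxysteroid dehydrogenase, 5.07-fold. Pparg, a nuclear receptor of lipid-storing cells, rose 5.35-fold. Adam3 was at least 3.19-fold higher, with 0 of 3 CON arrays detecting it, and Dnmt3l was higher by 2.42 ± 0.16, with 1 of 3 CON arrays detecting it.

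**Figure D1:**
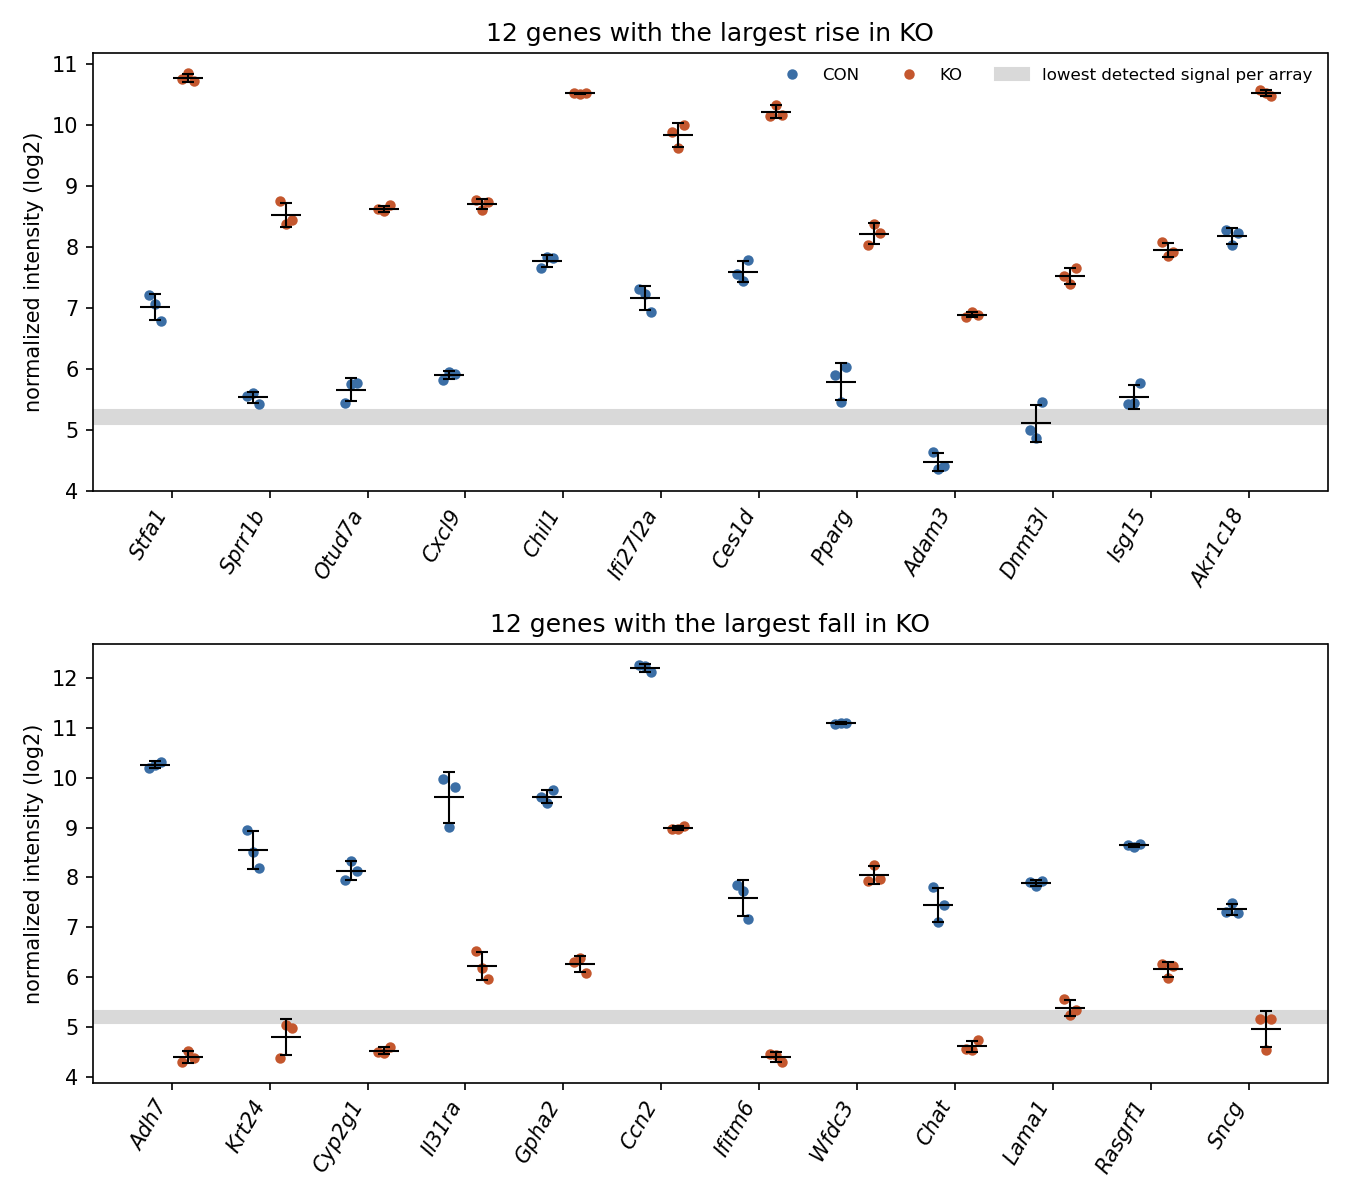
Normalized intensity (log2, vertical axis) of the 12 genes with the largest rise and the 12 with the largest fall in KO. Points are the 3 arrays of each group, bars the mean and SD, and the grey band spans the lowest signal among detected probes of the 6 arrays. The KO points of Adh7, Krt24, Cyp2g1, Ifitm6 and Chat lie below the band.

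The study focused on TGFβ signaling, a pathway in which ligands act through receptors and SMAD transcription factors and induce matrix genes. Of the 10 TGFβ genes that its text names for these cells, 8 were tested, 7 fell and 0 rose. This list was chosen on these samples and is not independent evidence of a direction. Ccn2 (also called Ctgf), a secreted matrix protein gene, was 9.23-fold lower in KO (adjusted p = 9.27e-07). Igfbp3, a binding protein of insulin-like growth factors, was 4.78-fold lower, and Col6a1, a chain of collagen VI, 4.55-fold lower. Ccn1 (also called Cyr61) was 2.63-fold lower. Cd34, a surface marker of hair follicle bulge cells, fell by 1.76 ± 0.24 and was detected on 1 of the 3 KO arrays. The hemidesmosomal collagen gene Col17a1 fell by 0.48 ± 0.10, a call that ended with median scaling (adjusted p = 0.11, from 5.0e-06 over the alternatives). Smad3 fell by 0.53 ± 0.16 (adjusted p = 0.037), but its CON and KO arrays overlapped, and the call ended when CON replicate 2 or 3 or KO replicate 2 or 3 was left out (adjusted p 0.10 to 0.12). The Smad3 call also ended with the replicate block (adjusted p = 0.068), no filter (0.083) and a looser filter on dim probes (0.053).

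Of the ligands, Tgfb1 had a level of 6.79 ± 0.16 in CON and 6.71 ± 0.09 in KO, and its change of -0.08 (95% interval -0.34 to 0.18) did not pass the test (adjusted p = 0.64). Tgfb2 and Col3a1 were not above background on any of the 6 arrays, so no change is given for them. The study reported lower mRNA of both ligands and Smad3 in KO cells by qPCR, beside a pathway map from its arrays. From those arrays it also showed a heat map of lowered TGFβ target genes. A software prediction of regulators behind the array changes ranked TGFβ1 highest, as inhibited, and was not repeated here. The study further reported less ligand protein in KO skin by immunostaining. After MED1 silencing in cultured keratinocytes it reported lower ligand and SMAD3 mRNA, and it found MED1 bound at large enhancers of these genes. The qPCR, the protein and the culture experiments are not among the data used here. The list of TGFβ genes that the study names differed from other genes with the preset correlation (median change -1.58, adjusted p = 4.57e-06, and adjusted p = 0.065 with an estimated correlation). Adjusted over the list alone, 7 genes fell, which is not independent evidence either.

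**Figure D2:**
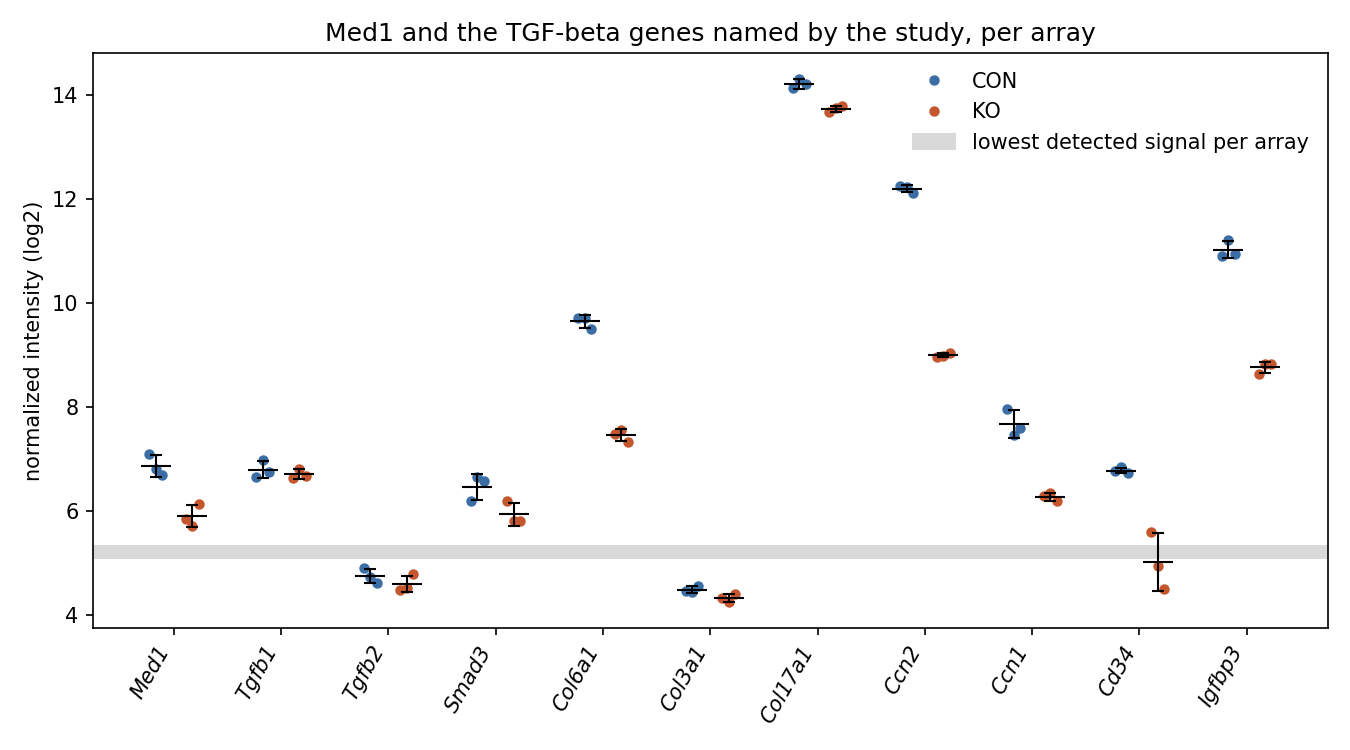
Normalized intensity (log2, vertical axis) of Med1 and the 10 TGFβ genes that the study names. Points are the 3 arrays of each group, bars the mean and SD, and the grey band spans the lowest signal among detected probes of the 6 arrays. Tgfb2 and Col3a1 lie below the band in both groups, and Tgfb1 overlaps between CON and KO.

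Among 14 tested TGFβ ligands, receptors and SMADs, a list fixed before the data were examined, 6 fell and 0 rose. It shares Tgfb1 and Smad3 with the tested genes that the study names, and Smad3 is among the 6 that fell. The receptor genes Tgfbr1 and Tgfbr3 were 1.68-fold and 1.70-fold lower, the inhibitory Smad6 (detected on 2 of 3 KO arrays) 1.60-fold and the latent TGFβ binding protein gene Ltbp4 1.41-fold, a call that ended without KO replicate 2 (adjusted p = 0.053) or 3 (0.058). The list's median change was -0.33 (adjusted p = 0.022, and adjusted p = 0.12 with an estimated correlation). Adjusted over the list alone, 6 fell and 1 rose. The call was lost when probes had to be detected on all 6 arrays (adjusted p = 0.051). Textbook target genes of TGFβ moved both ways. Of 19 tested, 6 rose and 5 fell, also when adjusted over the list alone. The 5 that fell were Ccn2 and Ccn1 and, chosen after their values were seen, Thbs1 (at least 1.81-fold), Tgfbi (-0.71) and Pdgfb (-0.66). The 6 that rose included Mmp2, a matrix metalloproteinase (1.37 ± 0.09), and Bgn, the proteoglycan biglycan (1.43 ± 0.14). Gadd45b, chosen after its value was seen, was another of the 6, and the rest are not named here. The list's median was 0.09, its mean -0.08 and the direction of its test upward, so these differ in sign, and it did not pass (adjusted p = 0.94).

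Collagens and adhesion genes were lower in KO. Of 11 tested collagens, 8 fell and 0 rose, also when adjusted over the list alone (median change -0.76, adjusted p = 0.00018, and adjusted p = 0.065 with an estimated correlation). The collagen list shares Col6a1 and Col17a1, and the basal keratinocyte list Col17a1, with the genes that the study names. Besides Col6a1, the basement membrane chain Col4a2 was 2.51-fold lower, Col23a1 1.70-fold and Col7a1, which forms anchoring fibrils, 1.70-fold. Of 15 tested genes of basal keratinocytes and their adhesion structures, 8 fell and 1 rose, also when adjusted over the list alone (median -0.36, adjusted p = 0.00054, and adjusted p = 0.085 with an estimated correlation). Igfbp5 was 3.27-fold lower, the keratins Krt15 and Krt5 2.58-fold and 1.61-fold, and Lamb3, a chain of a basement membrane laminin, 1.55-fold. The 1 that rose was Cd44, an adhesion receptor gene (change 0.44, chosen after its value was seen). In the same arrays, the fibroblast genes Serpinf1 and Dcn were 2.46-fold and 2.35-fold lower, and Sparc 1.40-fold, as was Fbln1 (change -0.49, chosen after its value was seen), while Thy1, a gene that T lymphocytes share, was 1.45-fold higher. Of 8 tested fibroblast markers, 4 fell and 1 rose, also when adjusted over the list alone, and that list did not pass camera (median -0.33, adjusted p = 0.11), except with median scaling (0.044), no filter (0.026) or the looser filter on dim probes (0.0496).

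Genes of hair follicle stem cells and of Wnt signaling were also lower. Of 22 tested genes of the bulge, the niche of quiescent follicle stem cells, 11 fell and 1 rose (median -0.42, adjusted p = 0.00036, and adjusted p = 0.12 with an estimated correlation). Adjusted over the list alone, 12 fell and 2 rose. By adjusted p, Ccn2, Col6a1, Krt15 (2.58-fold) and Igfbp5 (3.27-fold) came first among those that fell. The bulge list shares Ccn2, Col6a1 and Cd34 with the genes that the study names. Of 29 tested Wnt pathway genes, 17 fell and 1 rose, also when adjusted over the list alone (median -0.43, adjusted p = 4.94e-05, and adjusted p = 0.12 with an estimated correlation). Wnt3a was 2.28-fold lower, Wnt6 2.11-fold, Wnt10b 2.04-fold and Nkd2, an inhibitor that Wnt signaling induces, 2.54-fold. The 1 that rose in both lists was Fzd3, a Wnt receptor gene (change 0.58, adjusted p = 0.0495, chosen after its value was seen), which 1 of 3 CON arrays detected. Melanocyte markers also fell in these arrays (median change -0.80, camera adjusted p = 0.00047, and adjusted p = 0.069 with an estimated correlation). Per the study the hair cycle phase differed between the genotypes. Hair matrix and anagen genes (1 rose and 6 fell of 13, adjusted p = 0.12) and hair shaft and inner root sheath genes (2 rose and 6 fell of 16, adjusted p = 0.18) did not pass as lists. The hair matrix list passed with each of the other filters on dim probes (adjusted p 0.033 to 0.046). In both lists more called genes fell than rose, while per the study KO skin had shifted towards anagen, the growth phase. Of the genes on the array, only 13 of 23 of the hair matrix list and 16 of 39 of the hair shaft list were tested. The cells also came from epidermis lifted off dermis, so these lists do not check the hair cycle phase of the skin. Among the called genes of both lists Krt33a, a hair keratin, was 2.02-fold lower, Krt35 1.89-fold, Krt71 1.73-fold, Gata3 1.70-fold and Axin2 1.81-fold, while Ovol1 of the hair matrix list rose 2.00-fold. The 2 of the hair shaft list that rose were Krt86 (change 0.51) and Tgm3 (at least 1.13-fold), chosen after their values were seen. Genes of the isthmus and infundibulum, the upper follicle, did not pass either (1 rose and 3 fell of 10, adjusted p = 0.92), with a median of 0.12, a mean of -0.06 and a downward test. There Krt80 was 1.67-fold lower, Lrig1 1.32-fold and Cd200 1.28-fold, and Krt79 1.30-fold higher. The call of Lrig1 ended without CON replicate 1 or 2 or any KO array (adjusted p 0.057 to 0.099), and with the replicate block (0.058), no filter (0.055) or the looser filter (0.056). That of Cd200 ended without CON replicate 1 or 3 or any KO array (0.079 to 0.15). It also ended on the authors' normalized values (change -0.13, adjusted p = 0.19), without background correction (-0.11, adjusted p = 0.21), with offset 50 (0.097), cyclic loess (0.052), no filter (0.070), the looser filter (0.075), trended and robust moderation (0.14), the replicate block (0.051) and the methods' t-test (0.094). The call of Krt79 ended without CON replicate 1 or 3 or KO replicate 2 or 3 (0.071 to 0.093), and with the looser filter (0.053).

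Lipid genes were higher in KO. Of 16 tested sebaceous gland genes, 11 rose and 1 fell (median 0.92, or 0.75 with the 2 genes that no CON array detected at their bounds, adjusted p = 2.48e-06, and adjusted p = 0.065 with an estimated correlation), and adjusted over the list alone 12 rose and 1 fell. Pparg rose 5.35-fold, the lipid droplet gene Cidea 4.47-fold, Mgst1, a glutathione transferase, 3.92-fold and Elovl6, a fatty acid elongase, 2.42-fold. The 1 that fell was the desaturase gene Fads1 (change -0.52, chosen after its value was seen). Of 15 tested cholesterol synthesis genes, 10 rose and 0 fell (median 0.46, adjusted p = 1.77e-05, and adjusted p = 0.065 with an estimated correlation), among them Msmo1 (2.48-fold), Cyp51 (1.84-fold), Lss (1.73-fold) and Mvd (1.69-fold). Of 17 tested genes of barrier lipid synthesis, 10 rose and 0 fell (median 0.41, adjusted p = 1.07e-05, and adjusted p = 0.065 with an estimated correlation). That list also holds barrier genes that do not make lipids, the protease gene Asprv1 among them. The lipoxygenase genes Alox12b and Aloxe3 rose 2.95-fold and 1.72-fold, the fatty acid transporter gene Slc27a4 2.66-fold and the protease gene Asprv1 1.86-fold. Adjusted over each list alone, 11 genes rose and 0 fell in both. Of the adipocyte markers, Lpl, a lipase gene not restricted to adipocytes, was the 1 tested gene and rose 4.55-fold.

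More genes of the cell cycle, of wounded or hyperproliferative epidermis and of interferon responses rose than fell. Of 29 tested genes of S, G2 and M phase, 16 rose and 0 fell (median 0.46, adjusted p = 1.4e-06, and adjusted p = 0.065 with an estimated correlation), and adjusted over the list alone 21 rose. Cdca3 was 2.03-fold higher, Plk1, a mitotic kinase, 1.77-fold, Kif22 1.73-fold and Birc5, or survivin, 1.62-fold. Of 15 tested genes of wounded or hyperproliferative epidermis, 10 rose and 3 fell, also when adjusted over the list alone (median 0.71, or 0.50 with genes that no CON array detected at their bounds, adjusted p = 0.00052, and adjusted p = 0.13 with an estimated correlation). Besides Stfa1 and Sprr1b, the stress keratin Krt16 rose 4.06-fold and the growth factor gene Hbegf 2.36-fold. The 3 that fell were Il33, an alarmin (change -1.44), Serpinb2, a protease inhibitor (-0.91), and Mmp9, a metalloproteinase (-0.85), all chosen after their values were seen. Of 18 tested interferon response genes, 10 rose and 1 fell, also when adjusted over the list alone (median 0.40, adjusted p = 0.00023, and adjusted p = 0.065 with an estimated correlation). Isg15, Oasl2, Oas2 and Igtp rose 5.31-fold, 3.07-fold, 2.23-fold and 1.76-fold, with 1 of 3 CON arrays detecting Oas2. The 1 that fell was Usp18, which removes Isg15 from proteins (change -0.46, chosen after its value was seen). Of 10 tested T lymphocyte markers, 6 rose in the same arrays (median change 0.42, camera adjusted p = 0.00054, and adjusted p = 0.085 with an estimated correlation).

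Epidermal differentiation genes split. Of 32 tested, 12 rose and 4 fell (12 and 5 adjusted over the list alone), and the list lay at the threshold (median change 0.064, mean 0.31, adjusted p = 0.051). Over the alternatives its camera test ranged from an adjusted p of 0.0041 with median scaling to 0.13 with an estimated correlation. It passed without CON replicate 1 or 2 or KO replicate 2 or 3 (adjusted p 0.034 to 0.0496). Sprr1b rose, as did the crosslinking enzyme gene Tgm1 (2.69-fold) and the regulator Ovol1 (2.00-fold), while Lce1m, a late envelope gene, was 3.13-fold lower. Krt77, Klf4 and Flg2 also fell (changes -0.54, -0.50 and -0.48, chosen after their values were seen).

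Markers of other skin cells moved in different directions. Of 6 tested melanocyte markers, 5 fell and 0 rose (median -0.80, adjusted p = 0.00047, and adjusted p = 0.069 with an estimated correlation), and adjusted over the list alone 6 fell. Gpnmb was 2.30-fold lower, Dct 2.26-fold, Pmel 1.86-fold and Ednrb 1.48-fold, and Mlana, chosen after its value was seen, changed by -0.65. Of 12 tested markers of Langerhans and other antigen-presenting cells, 7 fell and 0 rose, also when adjusted over the list alone (median -0.47, adjusted p = 0.0027, and adjusted p = 0.19 with an estimated correlation). These included the antigen presentation genes Cd74 (1.80-fold lower), H2-DMb1 (1.76-fold), H2-Eb1 (1.72-fold) and H2-DMa (1.64-fold). Of 3 tested Schwann cell markers, 2 fell, also when adjusted over the list alone, namely Ngfr, which keratinocytes also use (3.81-fold lower), and Mbp (1.76-fold; list median -0.81, adjusted p = 0.012, and adjusted p = 0.12 with an estimated correlation). T lymphocyte markers rose, 6 of 10 tested with 0 falling and 9 when adjusted over the list alone (median 0.42, adjusted p = 0.00054, and adjusted p = 0.085 with an estimated correlation). Xcl1, Ctsw, Cd3d and Thy1 rose 1.70-fold, 1.62-fold, 1.45-fold and 1.45-fold. Xist, the transcript that female cells use to silence an X chromosome, was 1.82-fold lower in KO (change -0.86 ± 0.16, adjusted p = 0.0053), with an SD of 0.06 between CON and 0.34 between KO arrays. The Y-linked gene Eif2s3y was detected on all 6 arrays as well and differed by 0.30 ± 0.16 (adjusted p = 0.21). It was dim, at 5.59 in CON and 5.90 in KO, where the lowest detected signals per array ran from 5.09 to 5.33. Of 4 sex-linked genes on the array, Xist and Eif2s3y were the 2 tested.

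**Figure D3:**
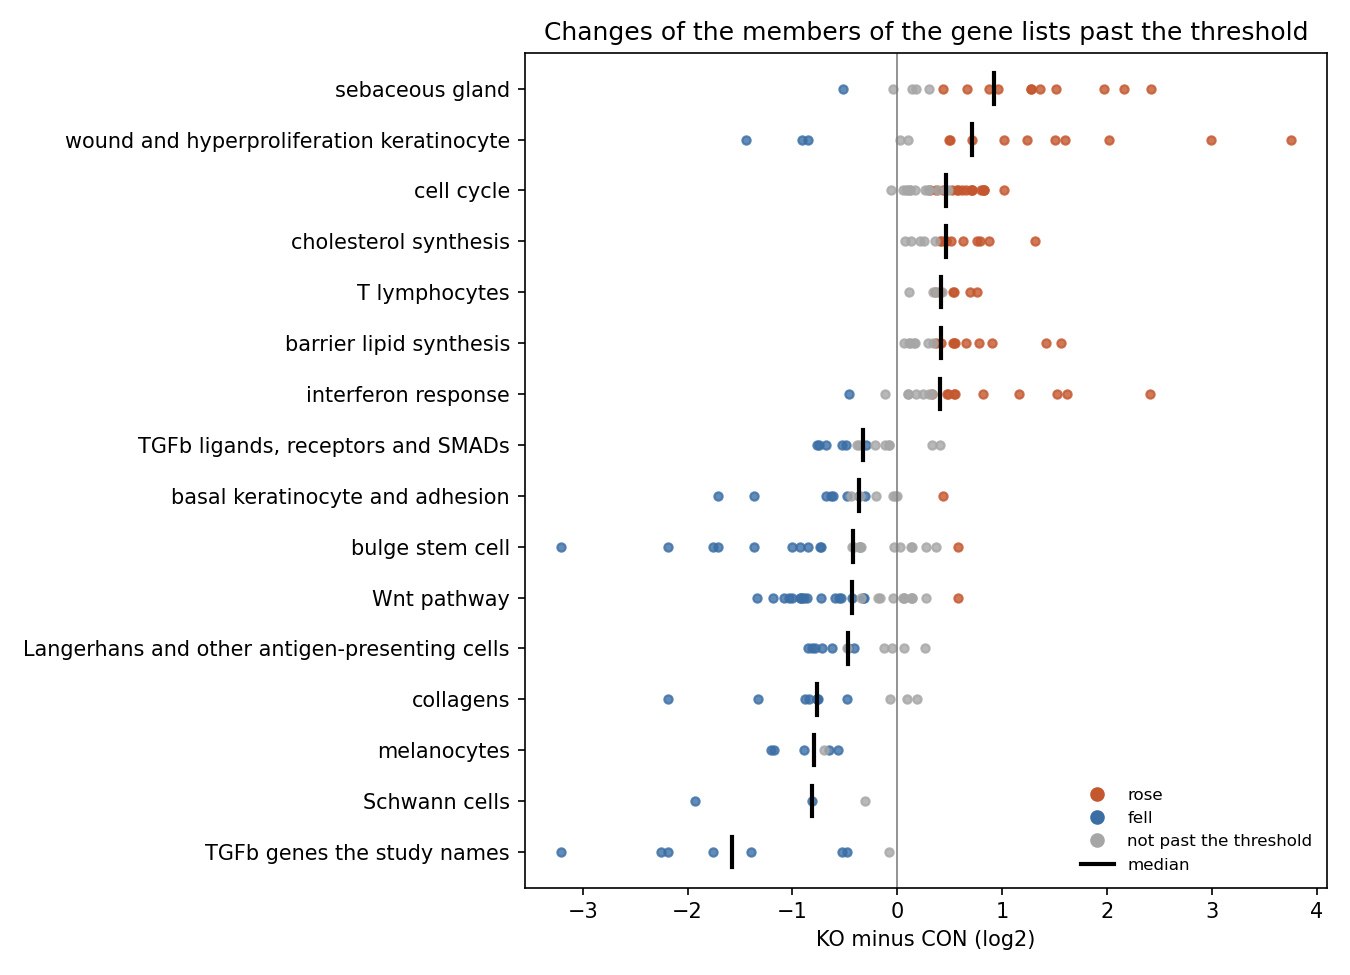
Change of each tested member (KO minus CON, log2, horizontal axis) of the 16 gene lists past the threshold with the preset correlation. Each point is 1 gene, coloured by whether it rose, fell or did not pass the test, and the black bar is the list's median, from -1.58 for the TGFβ genes that the study names to 0.92 for sebaceous gland genes.

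The remaining lists did not pass. In the Notch list 2 of 10 fell, the target Hey1 (3.78-fold lower) and the ligand gene Jag2 (1.95-fold), and 0 rose (adjusted p = 0.18). In the BMP list 1 rose and 4 fell of 14 (adjusted p = 0.20, and 0.046 with no filter), with Bmp4 2.31-fold lower, Smad6 1.60-fold lower, Bmp7 1.51-fold higher, Nog, the BMP inhibitor noggin, at least 1.11-fold lower and Id3 lower by a change of -0.41 (chosen after its value was seen). In the IGF list 1 rose and 4 fell of 9 (adjusted p = 0.25), with Igfbp2 (detected on 2 of 3 CON arrays) 3.39-fold higher, Igf1r lower by a change of -0.40 (chosen after its value was seen) and Htra1 1.38-fold lower, a call that ended without CON replicate 1 or 2 or KO replicate 1 or 3 (adjusted p 0.071 to 0.099). The Htra1 call also ended with no filter (adjusted p = 0.058). Of 20 immediate early genes, which cell dissociation also induces, 5 rose and 8 fell (adjusted p = 0.15), with Fosb and Atf3 2.55-fold and 2.52-fold lower, Klf2 1.78-fold and Dusp1 1.75-fold. The 5 that rose were Egr2, Dusp6, Gadd45b and Gadd45a (changes 0.72, 0.48, 0.46 and 0.39) and Dusp2 (at least 1.29-fold), chosen after their values were seen. Of 9 heat shock genes, 1 fell (Cryab, 1.51-fold, adjusted p of the list 0.58). Of 9 genes of the vitamin D receptor and its partners, 2 fell (Trpv6 1.46-fold and Hr 1.37-fold, adjusted p of the list 0.48). The call of Hr ended with median scaling (adjusted p = 0.15) and that of Trpv6 with the methods' t-test after Benjamini-Hochberg (0.059). Adjusted over each list alone, the counts were 2 falls for Notch, 1 rise and 5 falls for BMP, 1 and 4 for IGF, 5 and 9 for immediate early genes, 1 fall for heat shock, 2 falls for vitamin D, 1 and 6 for hair matrix, 3 and 6 for hair shaft and 1 and 4 for the isthmus. Of 4 smooth muscle markers, 2 rose (Acta2 1.96-fold, Mylk 1.86-fold with 2 of 3 CON arrays detecting it) and Cspg4 fell 1.72-fold (adjusted p of the list 0.39). Of 3 endothelial markers, 0 passed at the gene level, and the list's median (0.0014) and mean (-0.02) differ in sign (adjusted p = 0.86). Lists with fewer than 3 tested genes had no list test: Mylpf, a muscle gene, was 1.73-fold higher, the globin gene Hba-a1 1.85-fold lower, the 1 tested Hedgehog gene, Smo, did not pass (change -0.19), and 0 neutrophil and mast cell markers were tested.

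Of the 31 lists, 16 passed with the preset correlation, 7 upward and 9 downward, and the Schwann cell list was lost with no filter on dim probes (adjusted p = 0.052). After Benjamini-Hochberg the methods' t-test ended the calls of Smad3 (adjusted p = 0.15), Med23, Htra1, Cd200, Tgfbr3, Lrig1, Xcl1, Klf2, Bmp7, Krt79, Ltbp4, Xist, Ednrb, Sparc and Krt80 (0.051 to 0.11), and median scaling, besides those of Col17a1 and Hr, those of Lrig1 (0.23), Med23 (0.17), Cd200 (0.15), Htra1 (0.12), Krt79 (0.10), Ltbp4 (0.056) and Sparc (0.053). With 3 arrays per group from 2 mice each, none of these values gives the spread between mice.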

Values the study reported

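The study described its bead array as covering 25,600 annotated transcripts and 19,100 genes. It gave n = 4 for the keratinocyte comparison at 10 wk, and set a p-value below 0.005 for its pathway analysis.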

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

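Without any 1 array the count of genes higher in KO lay between 828 and 1053 and of genes lower between 862 and 1036, fewer arrays leaving less power, and 16 or 17 lists passed. Median scaling gave 659 higher and 740 lower, of which 1379 of 1399 called genes were also called in the results above, and the cause was not tested. Stricter thresholds gave 638 and 622 (adjusted p below 0.01) and 554 and 565 (at least 1.5-fold). The methods' t-test gave 1482 and 1455 at an unadjusted p below 0.05, 657 and 615 below 0.005, and 816 and 790 after Benjamini-Hochberg. The share of calls that were higher stayed between 47.1% and 50.8% over the scalings, filters and left-out arrays, and the median change of all probes stayed within 0.02 of 0. Each of these settings puts the arrays on a common scale, so the normalization largely fixes that median. A change of all genes together could not be seen. Of the probes called above, 0 reversed under these settings. On the authors' normalized values 1328 genes were higher and 1320 lower, and changes of called probes were 0.63 of their size here, since background was not subtracted. Camera with an estimated correlation passed 0 lists, and fry 27. The estimated correlation was above the preset 0.01 for some lists (0.087 for Wnt) and below it for others (-0.0063 for cell cycle). Even so, the unadjusted camera p of the cell cycle list went from 4.5e-08 to 0.0035. Loss of a list with an estimated correlation therefore does not by itself show that its genes are correlated. Under fry the textbook TGFβ targets passed downward (adjusted p = 0.024), while the upward direction of camera was far from passing (adjusted p = 0.94). The list's mean of -0.075 is the same for both tests. Camera sets the list against other genes and fry does not, so the directions answer different questions. Replicate numbers did not pair the arrays (deviations of same-numbered arrays correlated at -0.03, 0.07 and -0.05, and 1 CON array of 3 correlated best with its own number). With the replicate block 1020 genes were higher, 1037 lower and 16 lists passed. Over named genes and alternatives, 2071 results kept their side of the threshold and 74 lost it, most often Cd200, Med23, Lrig1 and Smad3, while 0 reversed. Dim probes limit what can be seen: signal near background hides changes, as for Tgfb2.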

Other observations

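The tests on gene families and on fibroblast, bulge, adipocyte, keratinocyte and sebocyte RNA, and the use of intervals for Xist, were chosen after the results had been seen, and the condition and measure for sebocytes were revised after their values had been seen. Gene families were formed by grouping genes on the letters of their symbols, which gave 81 families of at least 10 tested members. Of these, 7 passed camera with the preset correlation and 0 with an estimated correlation (7 at an unadjusted p below 0.05). Besides the Wnt and collagen families these were the Mrpl and Mrps genes of the mitochondrial ribosome, the Psmb, the Atp and the Zfp genes. Of 42 Mrpl genes (large subunit), 10 rose and 1 fell (median 0.22, adjusted p = 0.0099, and adjusted p = 0.34 with an estimated correlation), and of 26 Mrps genes (small subunit) 4 rose and 0 fell (median 0.18, adjusted p = 0.040, and adjusted p = 0.50 with an estimated correlation). Of 10 Psmb genes, which encode proteasome subunits and include the interferon-induced Psmb8 and Psmb9, 5 rose and 0 fell (median 0.36, adjusted p = 0.011, and adjusted p = 0.38 with an estimated correlation), and of 47 genes with Atp symbols, most of them ATPase and ATP synthase subunits, 15 rose and 3 fell (median 0.24, adjusted p = 0.0099, and adjusted p = 0.34 with an estimated correlation). Of 131 Zfp genes, which encode zinc finger proteins, 26 fell and 2 rose (median -0.17, or -0.16 with undetected levels at their bounds, adjusted p = 0.011, and adjusted p = 0.34 with an estimated correlation). The medians of these families kept their sign on the authors' normalized values, without background correction, with median scaling and with cyclic loess. Against 10000 random lists of the same size and similar level, the medians of the Mrpl, Atp and Psmb families lay at higher percentiles than the Mrps median (99.5). Percentiles were computed only for families that had passed camera on the same values, so they are not independent support.

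The number of probes that differed was set against other groupings of the arrays. The real grouping gave 2849 probes past the threshold, and the highest of the other 9 splits gave 0 in limma (at most 282 at an unadjusted p below 0.05). Each of these 9 mixed CON and KO arrays in both groups, so the difference between CON and KO widened the spread within groups. Few calls were due in them for that reason alone, and their counts do not show what unrelated arrays would give. With 10 splits, 1 of which gave as many, the share cannot fall under 0.05.

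The fall of collagen and TGFβ target genes was weighed against a change in the cells collected. Dermal fibroblasts carry abundant Col1a1, Col1a2 and Col3a1, and the 4 probes of these genes were detected on 0 CON arrays. That argues against lost fibroblast RNA as the source only if these probes work, which no dermal sample was here to show. Lifting the epidermis off the dermis would also remove such cells. Even so, 4 of 8 tested fibroblast markers fell, Dcn and Serpinf1 among them, and 1 rose, so lost fibroblast RNA is not excluded. Fewer bulge cells in KO stays open as a candidate explanation although Ccn2 fell by 1.44 more on the log2 scale than the bulge marker Cd34 (difference -1.44 ± 0.25), because 1 of 3 KO arrays detected Cd34 and its own fall is therefore limited by background. The shift in hair cycle phase that goes with genotype, and an effect of Med1 on these genes within each cell, were not tested and stay open too.

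The rise of lipid and sebaceous gland genes was weighed in the same way. Of Adipoq, Retn, Fabp4, Plin1, Car3 and Cidec, abundant in adipocytes, 0 KO arrays detected any. This argues against adipocyte RNA if these probes work, which no sample of fat was here to show. A lower share of keratinocytes would raise the markers of all other cells, yet melanocyte markers had a median change of -0.80 and sebaceous genes one of 0.92 (0.75 with undetected levels at their bounds). Markers of antigen-presenting cells had a median change of -0.47, while those of T lymphocytes rose (0.42), as a lower share of keratinocytes would give. A larger share of sebocytes may still account for part of the rise: the genes tested of those taken as restricted to sebocytes, Awat2, Elovl3 and Mc5r, had a median change of at least 0.83, with the first pair, which 0 CON arrays detected, at their bounds (at least 1.77-fold and 1.51-fold). Cholesterol synthesis genes, which all keratinocytes use, rose too, so more sebocytes and more lipid synthesis per cell cannot be told apart here.

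The fall of Xist was set against a larger share of male cells in the KO samples. The labels do not give the sex of the mice. Genes that escape X inactivation (Kdm6a, Eif2s3x and Ddx3x) would then fall and Y-linked genes rise. The median change of the escape genes was -0.0040, but the interval of its middle gene, Ddx3x, ran from -0.21 to 0.20, Kdm6a changed by -0.25 (interval -0.53 to 0.04), and Eif2s3y differed by 0.30 with an interval from -0.07 to 0.68. The condition set beforehand to exclude the explanation, no Y-linked call and an escape median above -0.2, was met but by less than this spread, so a difference in sex may hold and stays open, as does an effect of Med1 loss on Xist, which was not tested.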
